A study of Homo sapiens with 16 samples.

How the data were processed

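CUT&Tag was measured in 16 libraries of HEK293, a human embryonic kidney cell line, here carrying an eGFP-YAP genotype. CUT&Tag tethers a Tn5 transposase to an antibody on permeabilised nuclei, so that DNA near the antibody's target is cut, tagged and sequenced. Per the labels' protocols, nuclei were bound to concanavalin A beads and incubated with an antibody against CTCF, RAD21, H3K27ac or GFP. The GFP antibody reads eGFP-YAP and its libraries are called YAP1 below. Tagged DNA was amplified by PCR, size-selected and sequenced. Cells had either vehicle or sorbitol, the latter at 200 mM for 1 h. The column names give vehicle an earlier time than sorbitol, so time and treatment may differ together. Each of the 4 targets had 2 vehicle and 2 sorbitol libraries, which makes 8 groups. No library with a non-specific antibody was analysed here.

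The deposited table holds raw counts per peak interval, as whole numbers that the authors did not scale between libraries; the totals differ between libraries. The aligner, peak caller, counting tool and genome build are not stated in the file header or the labels, and it is not stated whether peaks were called per library or on pooled reads. The same 74404 intervals serve all 16 libraries, so a peak here is an interval of that shared set and not a call for one target. Interval starts were read as 0-based and are printed 1-based. All 74404 intervals lay on chromosome names of hg38 and within their lengths, and 3 ended on the last base of a sequence, including that of the mitochondrial genome at 16569. Coordinates are therefore given as hg38, checked by these lengths only. No sample column was left unmapped, and a library was assigned to its group by the target, treatment and replicate in the column name.

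Annotation came from GENCODE release 44. A promoter peak lies within 1 kb of an annotated transcription start site. GC content and the CTCF consensus CCASYAGRKGGCRS, with at most 1 mismatch on either strand, were read from the hg38 sequence. Peaks that overlap a gene were assigned to untranslated region, coding sequence, other exon or intron, in that order, with bedtools 2.31.1.

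The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (robust fit, two-sided), run separately for each target on its 4 libraries, with TMM scaling over the tested peaks and the filterByExpr filter at its minimum of 10 counts. Calls have a Benjamini-Hochberg adjusted p under 0.05 over the tested peaks of that target. The standard error of a log2 fold change was derived from the F statistic of that test. The printed CPM values are counts per 1e6 on TMM-scaled library sizes, as mean ± SD of 2 libraries; those in the YAP1 gene and introns are on total counts. A difference between targets was tested as the interaction of target and treatment over 8 libraries. The ratio of summed counts in the strongest to the weakest 25% of tested peaks was taken inside each library. For given sets of peaks it does not depend on scaling between libraries. The sets themselves were chosen by the mean CPM on total counts over the libraries of the target, so their membership does. Its exact permutation test cannot go below 0.33 with 2 against 2 libraries. Promoter and motif classes are compared by median log2 fold change, with the same median difference computed in every library for the error. Correlations are across peaks, which are not independent replicates, so they carry no p; their SD is that of the values from the libraries with replicate number 1 and with number 2.

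These tests, the alternatives and the rule for naming peaks were fixed before the data were examined. For each target the rule takes the 2 largest rises and the 2 largest falls among peaks with adjusted p under 0.05, a mean CPM above the median of tested peaks, and both sorbitol libraries on the same side of both vehicle libraries. Peaks within 10 kb of a start site of 22 YAP target genes and of 12 osmotic stress genes were counted for YAP1 and H3K27ac. Where all libraries of a group had at most 3 counts, the change is given as a bound against 3 counts; bounds cover counting error only, and PCR copies are not independent molecules.

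The alternatives fixed beforehand were DESeq2 1.42.0, its size factors inside edgeR, scaling to the total count, scaling to the weakest 25% of tested peaks, no count filter, a mean of at least 50 counts, one fit on all 16 libraries, the replicate number as a block, GC-corrected offsets (a lowess trend of log count on GC content per library, span 0.3), and the last pair together. Each replicate was left out in turn for values that need no test. Alternatives chosen after seeing the data leave out dominant intervals, meaning mitochondrial intervals, unplaced contigs, the YAP1 gene and any interval above 0.1% of a library, scale to the total over the rest, or apply GC-corrected offsets or scaling to the weakest 25% of tested peaks in the tests between targets.

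The edgeR step was tested on simulated counts with the means, library sizes and dispersions of the tested peaks and 200 peaks changed 2-fold. Of these 200 peaks, 23.5% were recovered for CTCF (39261 tested peaks), 1.5% for RAD21 (17011), 11% for YAP1 (22765) and 34.5% for H3K27ac (56601). False calls among unchanged peaks numbered 5, 0, 1 and 4. When few peaks change, a 2-fold change is thus mostly missed at this depth, and for RAD21 nearly always. The median fitted log2 fold change of the raised peaks lay between 0.96 and 1.02. That of the lowered peaks lay between -1.05 for RAD21 and -0.85 for YAP1.

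Total counts ran from 1.19 to 8.84 M (M, 1e6) per library. After dominant intervals were set aside, 0.379 to 8.41 M remained. Replicates differed by more than sampling noise in all 8 groups (chi-square per degree of freedom from 1.88 to 4.38), so none was treated as a repeated library. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9.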

Results

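The data describe how CTCF, RAD21 (a cohesin subunit), eGFP-tagged YAP1 and the histone mark H3K27ac are distributed on chromatin of HEK293 cells after 1 h in 200 mM sorbitol, a hyperosmotic stress, relative to vehicle. The series design gives the question for CTCF and RAD21: whether the occupancy of proteins that organise chromatin changes under this stress. Counts were available for 74404 shared peak intervals with a median width of 422 bp. Of these, 25162 lay within 1 kb of a transcription start site and 13683 held the CTCF consensus with at most 1 mismatch. Each group had 2 libraries. Mean totals for vehicle and sorbitol were 3.92 ± 0.839 and 2.90 ± 0.0856 M counts (M, 1e6) for CTCF (SD, n = 2 here and throughout), 1.74 ± 0.783 and 1.32 ± 0.141 M for RAD21, 3.58 ± 0.341 and 2.45 ± 0.164 M for YAP1, and 6.55 ± 0.0134 and 8.32 ± 0.733 M for H3K27ac.

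A few intervals held much of these counts. The 9 mitochondrial intervals took 17.8% ± 3.03 of the counts of CTCF libraries with vehicle and 33.3% ± 0.778 with sorbitol. The corresponding shares were 36.4% ± 2.96 and 45.4% ± 0.891 for RAD21, and 37.3% ± 1.15 and 56.6% ± 1.64 for YAP1. In H3K27ac libraries the share was 2.05% ± 0.0354 with vehicle and 1.97% ± 0.0283 with sorbitol. For CTCF, RAD21 and YAP1 the rise exceeded the spread between replicates. The 12 intervals inside the YAP1 gene took 4.02% ± 1.00 and 11.1% ± 0.106 of CTCF counts, 8.33% ± 2.53 and 10.4% ± 0.346 of RAD21 counts, 11.7% ± 0.184 and 12.8% ± 0.551 of YAP1 counts, and 0.525% ± 0.00707 and 0.505% ± 0.00707 of H3K27ac counts, with vehicle and sorbitol respectively. Excluding dominant intervals, the mean count left fell from 2.79 to 1.25 M for CTCF, from 0.807 to 0.409 M for RAD21 and from 1.53 to 0.470 M for YAP1, and rose from 6.19 to 7.87 M for H3K27ac.

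**Figure D1:**
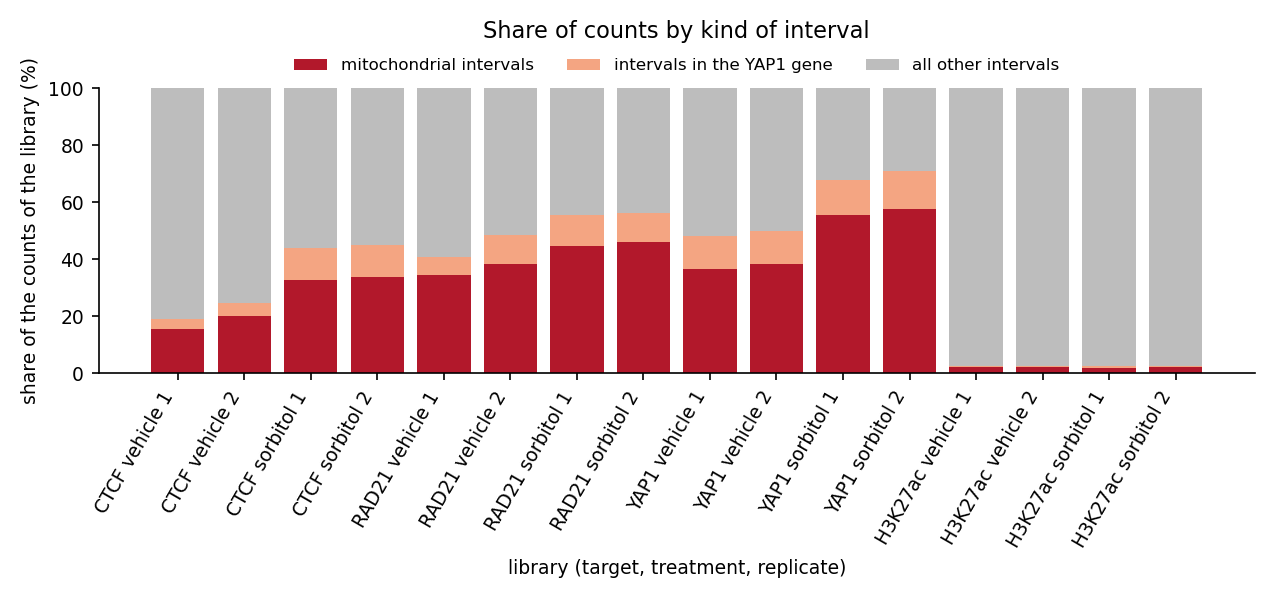
Share of the counts of each of the 16 libraries (%) in mitochondrial intervals, in intervals of the YAP1 gene and in all other intervals, by target, treatment and replicate. The mean mitochondrial share is 33.3% in CTCF, 45.4% in RAD21 and 56.6% in YAP1 libraries with sorbitol, and 1.97% in H3K27ac libraries with sorbitol.

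The YAP1 gene spans positions 102110447 to 102233424 of chromosome 11 (hg38). Its 7 intervals that contain exon sequence had a median of 13210 CPM per kb over the 16 libraries, while its 5 intervals in introns had a median of 3.91 CPM per kb. The median over 32066 intronic intervals elsewhere was 5.32 CPM per kb. The difference between exon and intron intervals was present with every antibody, with a ratio of at least 129 in each of the 16 libraries. Counts in these exon intervals are therefore not read as binding of any target at the native gene.

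**Figure D2:**
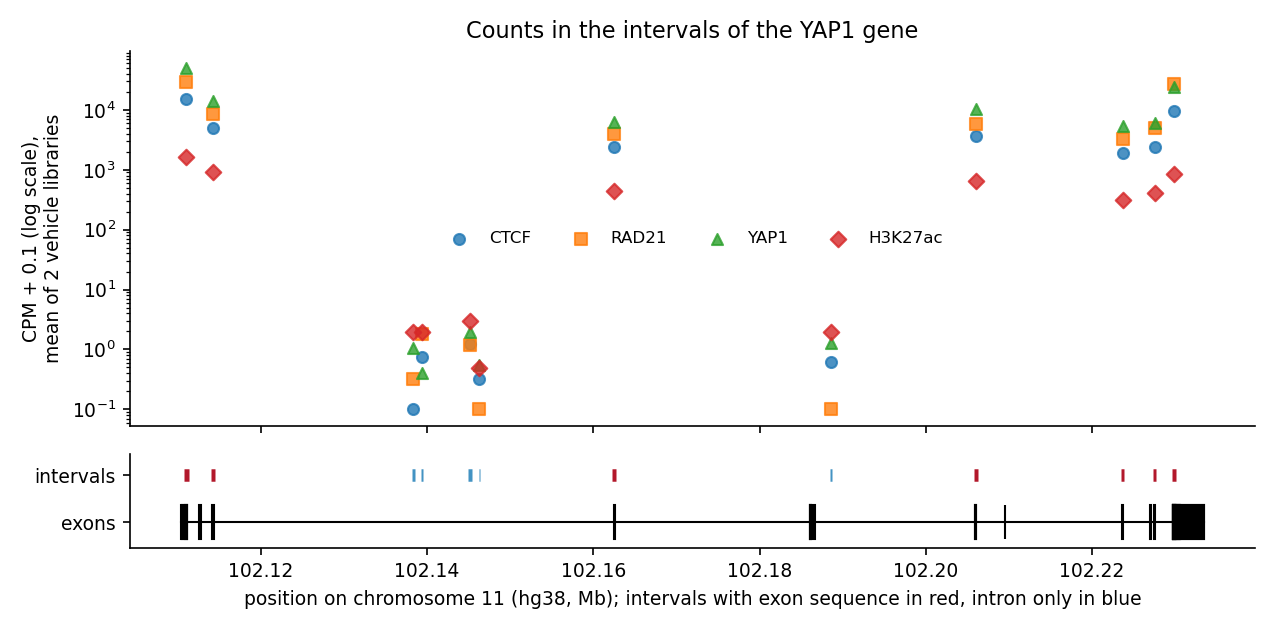
CPM (log scale, plus 0.1) in the 12 intervals of the YAP1 gene for each target, mean of 2 vehicle libraries, above the exons of the gene and the positions of the intervals on chromosome 11 (hg38, Mb). The 7 intervals with exon sequence sit far above the 5 intron intervals for all 4 targets.

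Inside each library, the log2 ratio of counts in the strongest to the weakest 25% of tested peaks rose with sorbitol for CTCF from 3.91 ± 0.14 to 5.43 ± 0.02, a change of 1.52. It rose from 4.18 ± 0.31 to 5.42 ± 0.03 for RAD21, a change of 1.24, and from 4.88 ± 0.06 to 6.47 ± 0.25 for YAP1, a change of 1.58. For H3K27ac it changed by -0.45, from 5.29 ± 0.02 to 4.84 ± 0.03. Each of these changes exceeded the spread between replicates, and each exact two-sided permutation p was 0.33, the smallest that 2 against 2 libraries allow. With no count filter, which moved the CTCF value most, its change was 0.52. The strongest peaks include the mitochondrial and YAP1 exon intervals. Without dominant intervals, an alternative chosen after seeing the data, the changes were 0.69 for CTCF, 0.89 for RAD21, 0.28 for YAP1 and -0.45 for H3K27ac.

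Sorbitol changed 15770 of 39261 tested peaks for CTCF at adjusted p under 0.05, 7655 higher and 8115 lower. For RAD21, 815 of 17011 tested peaks changed, 568 higher and 247 lower. For YAP1, 1555 of 22765 changed, 1216 higher and 339 lower. For H3K27ac, 13059 of 56601 changed, 4861 higher and 8198 lower. Of simulated 2-fold changes 23.5% were recovered for CTCF, 1.5% for RAD21, 11% for YAP1 and 34.5% for H3K27ac, so these numbers cannot be compared between targets. These directions are relative to a scaling that holds most peaks near 0. Scaling to the total count over all peaks moved the median log2 fold change to -1.04 for CTCF, -0.60 for RAD21, -1.46 for YAP1 and 0.17 for H3K27ac, from -0.06, -0.01, -0.04 and 0.02. Under it the split was 2109 higher and 21042 lower for CTCF, 270 and 1181 for RAD21, 338 and 14465 for YAP1, and 8117 and 5901 for H3K27ac. Scaling to the weakest 25% of tested peaks gave 10367 higher and 5898 lower for CTCF, 1542 and 163 for RAD21, 1100 and 468 for YAP1, and 1852 and 14674 for H3K27ac. The counts thus show which peaks rose or fell relative to others of the same target, and the direction of the average peak was not determined.

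**Figure D3:**
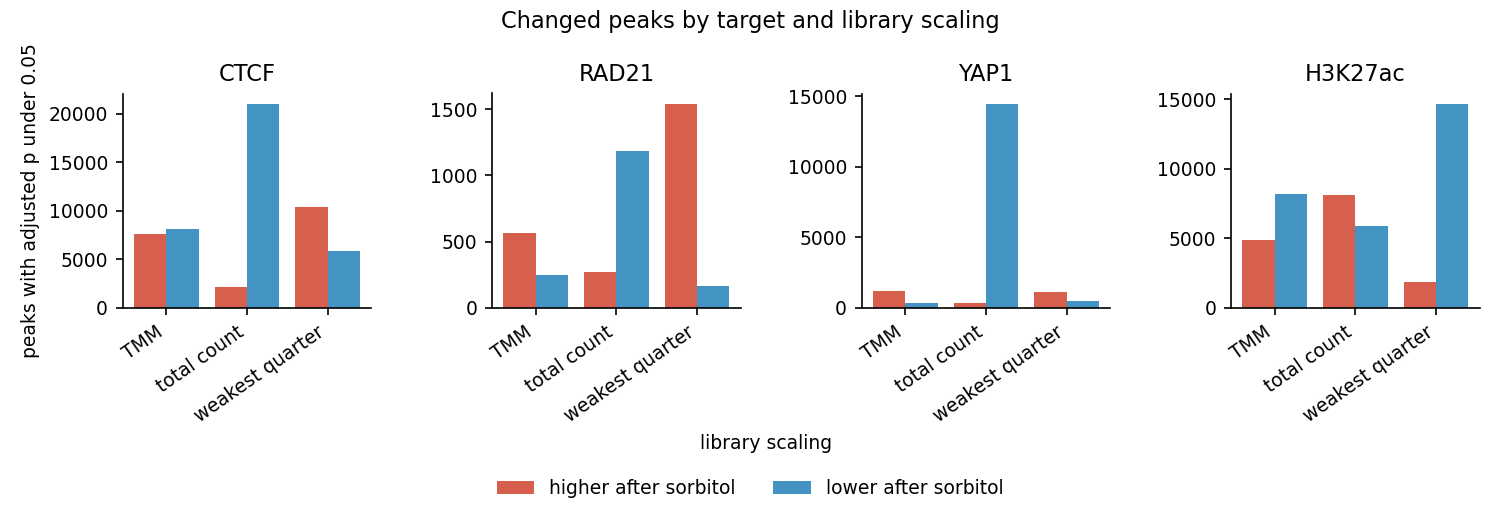
Peaks with adjusted p under 0.05 that were higher or lower after sorbitol, for each target under TMM scaling, scaling to the total count and scaling to the weakest 25% of tested peaks; each panel has its own vertical axis, which starts at 0. For YAP1, the peaks called lower number 339 under TMM scaling and 14465 under total scaling.

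For CTCF, the largest falls by the naming rule were at positions 119218528 to 119219134 of chromosome 2, intergenic and 4697 bp from a start site of STEAP3, and 100254088 to 100254785 of chromosome 3, in an intron of ENSG00000287378. They had 13.4 ± 3.20 and 13.1 ± 1.77 CPM with vehicle and 0 counts in both sorbitol libraries, at least 9.22-fold and 8.99-fold lower (adjusted p 2.5e-06 and 2.3e-06). The largest rises were at 102928810 to 102929410 of chromosome 14, over coding sequence of AMN, and at 44275583 to 44276288 of chromosome 6, over coding sequence of TMEM151B. The first had 0 counts in both vehicle libraries and 33.1 ± 2.52 CPM with sorbitol, at least 58.6-fold higher (adjusted p 1.1e-10). The second had 1 and 0 counts with vehicle and 58.4 ± 6.64 CPM with sorbitol, at least 103.5-fold higher (adjusted p 3.1e-13). Counts at these last intervals were too low to be tested for RAD21, YAP1 and H3K27ac.

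For RAD21, the largest falls were at 6326268 to 6326800 of chromosome 12, over coding sequence of PLEKHG6, and at 62057706 to 62058998 of chromosome 20, in an intron of TAF4. They had 17.4 ± 0.595 and 24.8 ± 15.2 CPM with vehicle and at most 3 counts in each sorbitol library, at least 6.28-fold and 8.93-fold lower (adjusted p 0.014 and 0.011). The bound at TAF4 rested on 1 library and was 5.05-fold without RAD21 vehicle replicate 2. CTCF at the TAF4 interval went the other way, with a log2 fold change of 1.24 (adjusted p 0.022). The largest rises were in introns of VPS53, at 649146 to 649476 of chromosome 17, and SEMA4D, at 89371819 to 89372453 of chromosome 9. The VPS53 interval had 0 counts with vehicle and 29.4 ± 16 CPM with sorbitol, at least 17.9-fold higher (adjusted p 6.1e-04), or 11-fold without RAD21 sorbitol replicate 2. The SEMA4D interval had 11 and 0 counts with vehicle and 87 and 150 with sorbitol, a log2 fold change of 5.51 ± 0.58 (SE, adjusted p 2.1e-04). It was 4.95 without RAD21 sorbitol replicate 2, and without RAD21 vehicle replicate 1 the vehicle count is 0, so that library sets the size of the rise.

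For YAP1, the largest falls were at 143720192 to 143721080 of chromosome 1, over an exon of RNVU1-23, and at 77877562 to 77878519 of chromosome 7, in an intron of PHTF2. They were at least 4.35-fold and 4.53-fold lower (adjusted p 7.1e-04 and 0.0056). RNVU1-23 belongs to a family of near-identical small nuclear RNA genes, so counts may be split among copies and the first value is uncertain. The largest rises were at EGR1 and GADD45B. The EGR1 interval, 138466651 to 138467537 of chromosome 5 over coding sequence, went from 2.19 ± 1.14 to 68.8 ± 14.5 CPM, a log2 fold change of 5.01 ± 0.31 (SE, adjusted p 1.1e-08). The GADD45B interval, 2476257 to 2477466 of chromosome 19 over the start site, went from 6.43 ± 0.177 to 172 ± 27 CPM, a log2 fold change of 4.75 ± 0.23 (SE, adjusted p 7.9e-10). At the EGR1 interval CTCF rose by 6.22 and RAD21 by 4.79 on the log2 scale, and at the GADD45B interval by 5.20 and 4.27, all past the threshold. H3K27ac at the GADD45B interval had a log2 fold change of -2.02 (adjusted p 1.3e-10), and at the EGR1 interval -0.05 (adjusted p 0.94).

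For H3K27ac, the largest falls were at the promoters of ZNF470, at 56567038 to 56567956, and ZNF582, at 56393043 to 56393904, both on chromosome 19 over untranslated exon sequence. They went from 11.6 ± 1.59 to 1.13 ± 0.211 CPM and from 9.06 ± 0.703 to 0.902 ± 0.234 CPM, log2 fold changes of -3.33 ± 0.35 and -3.29 ± 0.39 (SE, adjusted p 1.5e-09 and 2.8e-08). The largest rises were at 8433947 to 8434802 of chromosome 21, beside ribosomal RNA genes, and at 69076662 to 69077249 of chromosome 11, in an intron of TPCN2. Their log2 fold changes were 2.54 ± 0.24 and 2.33 ± 0.36 (SE, adjusted p 1.6e-10 and 4.2e-06). The first lies in repeated ribosomal DNA, where reads cannot be placed on one copy, and it also rose for CTCF, RAD21 and YAP1, by 3.87, 3.04 and 3.31.

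Promoter peaks of CTCF had a median log2 fold change of 0.42 (17540 peaks) against -0.56 for other peaks (21476), a difference of 0.97 with a spread of 0.02 between libraries. Of the promoter peaks, 5109 were higher and 1814 lower, and of the others 2401 were higher and 6277 lower. GC-corrected offsets moved this difference most, to 0.25. For RAD21 the difference was 0.81 with a spread of 0.07, from 0.18 at promoters and -0.63 elsewhere, and 0.44 after GC correction. Among RAD21 peaks with a mean of at least 50 counts it reversed to -0.27. Only 1068 of the 74404 intervals met this requirement for RAD21, and dominant intervals were not left out. For YAP1 the difference was -0.19 with a spread of 0.06; leaving out YAP1 sorbitol replicate 2 gave -0.11. For H3K27ac it was -0.30 with a spread of 0.01, and against other peaks of matched mean CPM it was -0.01, no larger than that spread.

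Peaks with the CTCF consensus fell relative to peaks without it. The difference in median log2 fold change was -0.50 for CTCF, from -0.38 over 12184 peaks and 0.11 over 26823, and -0.72 for RAD21, from -0.57 over 3945 peaks and 0.15 over 12902. Both exceeded the spread between libraries, which was at most 0.01. After GC correction the differences were -0.12 and -0.53. Among distal peaks, CTCF had a median of -0.53 with the consensus and -0.58 without it. With no mismatch allowed, the CTCF difference was -0.02 and the RAD21 difference -0.66. When position and consensus were crossed, RAD21 was lowest at distal peaks with the consensus, with a median of -0.91 over 2181 peaks, and CTCF was highest at promoters without it, with a median of 0.52 over 14292 peaks.

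**Figure D4:**
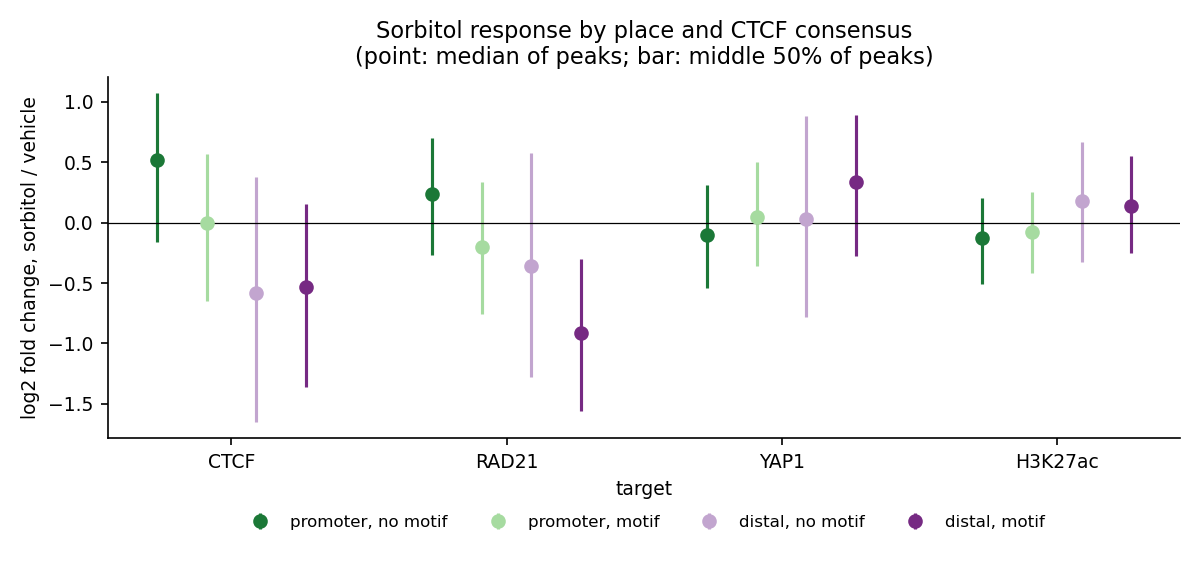
Log2 fold change after sorbitol for peaks at promoters (within 1 kb of a start site) or distal to them, with or without the CTCF consensus (at most 1 mismatch), by target under TMM scaling; points are medians over peaks and bars span the middle 50% of peaks. CTCF medians run from 0.52 at promoters without the consensus to -0.58 at distal peaks without it, and the lowest RAD21 median, -0.91, is at distal peaks with it.

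Across 16640 peaks tested for both, the responses of CTCF and RAD21 had a Pearson correlation of 0.659 ± 0.0420 and a Spearman correlation of 0.661. Of these peaks 71.6% changed in the same direction. Without dominant intervals the Pearson value was 0.6525. Over the 1054 peaks with a mean of at least 50 counts in both, from which dominant intervals were not left out, it was 0.842. For YAP1 and H3K27ac the Pearson correlation was 0.0588 ± 0.00718 over 22241 peaks, and it dropped to 0.0216 when YAP1 sorbitol replicate 2 was left out. The other pairs, among 6 computed, gave 0.366 for CTCF and YAP1, 0.274 for RAD21 and YAP1, -0.112 for CTCF and H3K27ac and -0.128 for RAD21 and H3K27ac. The targets have separate vehicle libraries, so no control is shared.

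**Figure D5:**
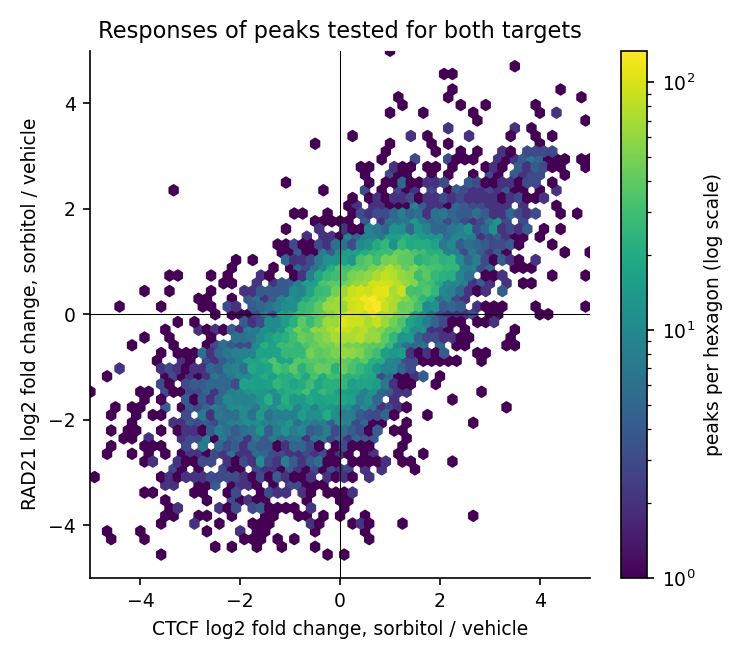
Log2 fold change after sorbitol of CTCF (horizontal) and RAD21 (vertical) for the 16640 peaks tested for both, as peaks per hexagon on a log colour scale; 107 peaks lie outside the axes, which end at -5 and 5. The cloud follows the diagonal, with a Pearson correlation of 0.659.

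The difference between responses was tested directly. Between CTCF and RAD21 it passed the threshold at 354 of 42641 peaks, with RAD21 above CTCF at 54 and below it at 300. Only 16640 of the 42641 peaks were also tested for each target alone, as were 40 of the 54 and 231 of the 300. The remaining peaks had few counts for at least 1 target. The median difference over all tested peaks in this fit was -0.24. Scaling to the total count, which moved this median to 0.03, gave 64 above and 75 below, so the excess of peaks with a lower RAD21 response depended on the scaling. Between YAP1 and H3K27ac the difference passed at 3319 of 52935 peaks, with H3K27ac above YAP1 at 1971 and below it at 1348. Of the 52935 peaks, 22241 were also tested for each target alone, as were 1769 of the 1971 and 1191 of the 1348. The median difference over all tested peaks was 0.21. Total scaling moved this median to 1.42 and gave 18039 above and 288 below. With a mean of at least 50 counts, 1083 peaks were above and 1630 below, so which side was larger depended on the filter.

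Of 36 tested YAP1 peaks within 10 kb of a YAP target gene, 5 passed, 4 of them lower, and 5 passed when adjusted over the list alone; 13.9% passed, as against 6.83% of all tested YAP1 peaks. Under total scaling 30 passed, 1 higher and 29 lower, which is 83.3%, as against 65.0% of all tested YAP1 peaks. Among all YAP1 peaks with a mean of at least 50 counts, 21.75% passed in a fit of their own. The shares near YAP target genes were not matched for peak strength, so by themselves they do not show an enrichment. The 4 lower peaks were at CCN1 (85584288 to 85584678 of chromosome 1, an exon, log2 fold change -2.09, from -3.13 to -1.64 with 1 replicate left out), AMOTL2 (134373436 to 134375047 of chromosome 3, over untranslated exon sequence, -1.47), ANKRD1 (90921107 to 90921672 of chromosome 10, 20 bp from the start site) and RBMS3 (29693938 to 29694314 of chromosome 3, an intron). The ANKRD1 peak fell from 14.5 ± 0.459 CPM to at most 3 counts per library, at least 7.06-fold lower (adjusted p 6.5e-04). The RBMS3 peak had 21 and 26 counts with vehicle and 0 with sorbitol, at least 1.97-fold lower. The higher peak lay 1143 bp from a start site of FOXF2 (1387954 to 1388433 of chromosome 6, log2 fold change 1.74). CTCF also rose there, by 2.0 (adjusted p 1.2e-10), while RAD21 did not pass (0.87, adjusted p 0.094). For H3K27ac, 15 of 65 peaks near these genes passed, 5 higher and 10 lower, and 15 passed when adjusted over the list alone. Thus 23.1% passed, as against 23.1% of all tested H3K27ac peaks. Under total scaling 18 passed, 10 higher and 8 lower, so the larger side depended on the scaling.

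Near the osmotic stress genes, 5 of 24 tested YAP1 peaks passed, each of them higher, and 6 passed when adjusted over the list alone; 20.8% passed, as against 6.83% of all tested YAP1 peaks. They lay at EGR1 (a pair of intervals), ATF3 and HSPA1B (a pair of intervals). Each of these intervals also rose for CTCF past the threshold, by 1.94 and 6.22 at EGR1, 2.4 at ATF3, and 1.51 and 1.75 at HSPA1B. RAD21 rose past it at EGR1 (1.93 and 4.79) and ATF3 (1.82). At HSPA1B, RAD21 did not pass at one interval (0.35) and was not tested at the other. The rises were thus not particular to YAP1. HSPA1B shares nearly identical sequence with a neighbouring paralog, so its counts are uncertain. Neither HSPA1B interval passed with no count filter (adjusted p 0.1 and 0.12) or under total scaling (adjusted p 0.21 and 0.63). Under total scaling 13 passed, 2 higher and 11 lower, which is 54.2% and below the 65.0% of all tested YAP1 peaks. Under it the fold changes of the ATF3 interval at 212607935 to 212609946 of chromosome 1 and one HSPA1B interval changed sign. With dominant intervals left out of the total, an alternative chosen after seeing the data, they were 0.77 and 0.74 (adjusted p 0.013 and 0.047). The other HSPA1B interval did not pass there (1.41, adjusted p 0.079). For H3K27ac, 20 of 41 peaks near these genes passed, 4 higher and 16 lower, and 23 passed when adjusted over the list alone. Thus 48.8% passed, as against 23.1% of all tested H3K27ac peaks. Under total scaling 22 passed, 7 higher and 15 lower. Among all peaks with a mean of at least 50 counts, 46.64% passed for H3K27ac and 21.75% for YAP1, each in a fit of its own. The shares near osmotic stress genes were not matched for peak strength, so by themselves they do not show an enrichment. At the EGR1 start site, 138463916 to 138466561 of chromosome 5, the log2 fold change was 2.32 for YAP1 and -1.34 for H3K27ac (adjusted p 7.8e-08 and 1.9e-15).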

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

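Of the tests in this part, some were chosen after the result was seen. These left out dominant intervals, applied GC-corrected offsets or scaled to the weakest tested peaks. Scaling to the total count was fixed beforehand.

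The sorbitol response differed between CTCF and RAD21 at 354 peaks by the interaction test, a difference between groups under the same treatment. Leaving out dominant intervals gave 385 peaks, which argues against a few intervals with most of the counts. With GC-corrected offsets 291 of the 354 peaks differed in the same direction, which argues against GC content as the whole cause. The scalings tried are argued against as the whole cause. The smallest log2 difference was 1.17 among the 54 peaks with RAD21 above CTCF and 1.16 among the 300 with RAD21 below, while the scalings moved the median difference over all tested peaks by at most 0.06 and 0.27 in the opposite direction. How many peaks passed did depend on scaling and on the method. Of the 300, 67 passed in the same direction under scaling to the total count. All 300 kept their direction, which a shift of 0.27 could not have changed. With DESeq2, 18 of the 54 and 71 of the 300 passed in the same direction. A difference between the proteins themselves stays open and was not tested.

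The response differed between YAP1 and H3K27ac at 3319 peaks, the other difference between groups. Leaving out dominant intervals again gave 3319 peaks, and of these 1970 with H3K27ac above and 1255 below were in the first set as well. GC-corrected offsets kept 2948 in the same direction. At the 1971 peaks with H3K27ac above YAP1 the smallest difference was 0.61, and no scaling tried moved the median by more than 0.06 in the opposite direction; 1652 passed under the scaling that did so, which argues against scaling as the whole cause. For peaks with H3K27ac below YAP1 the opposite shift reached 1.20, under scaling to the total count. Under that scaling 286 of the 1348 passed in the same direction and 1017 kept their direction, so scaling may account for many of these peaks. Where H3K27ac lay below YAP1, the median single-target log2 fold changes were 1.04 for YAP1 and -0.91 for H3K27ac, and where it lay above they were -1.05 and 0.30. Promoters made up 66.8% of the former and 72.3% of the latter peaks, as against 43.0% of tested peaks. That a transcription cofactor and a histone mark respond differently stays open as a biological explanation.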

How the results depend on the processing

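Leaving out dominant intervals, alone or with total scaling, and the GC correction and weakest-25% scaling of the differences between targets were chosen only after the results were seen. Scaling to the total count gave, higher and lower, 2109 and 21042 peaks for CTCF, 270 and 1181 for RAD21, 338 and 14465 for YAP1, and 8117 higher for H3K27ac. Scaling to the weakest 25% of tested peaks gave 1542 and 163 for RAD21 and 1852 and 14674 for H3K27ac. Scaling to the total without dominant intervals gave 751 and 810 for YAP1 and 7937 higher for H3K27ac. DESeq2 size factors in edgeR, and TMM without dominant intervals, kept each of the 8 counts by target and direction within 1.5 times.

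With a mean of at least 50 counts, which tests fewer peaks, 2916 were higher and 3011 lower for CTCF, 167 higher for RAD21, 684 higher for YAP1 and 5464 lower for H3K27ac. Many calls were new where they were lower for RAD21 and YAP1 or higher for H3K27ac: 23 of 167, 141 of 350 and 2514 of 4912 had the same call without this requirement, as did 2267 of the 3011 and 580 of the 684. No filter gave 938 and 391 for RAD21 and 1502 lower for YAP1. DESeq2 gave 27 lower for RAD21, 182 lower for YAP1 and 1976 higher for H3K27ac, with no adjusted p at 14181 and 17558 peaks of RAD21 and H3K27ac. One fit on all libraries gave 1433 and 1602 for RAD21 and 1014 and 3001 for H3K27ac; its median standard error was 0.47 instead of 0.55 for RAD21 and 0.50 instead of 0.35 for H3K27ac. GC-corrected offsets gave 161 lower for RAD21; for CTCF they gave 5473 higher and 6767 lower peaks, but only 4181 and 4862 of these had the same call without the correction, and 37 calls reversed. The causes of these changes were not tested.

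Replicate numbers are shared between vehicle and sorbitol. The correlation of the deviations of same-numbered libraries across peaks was between -0.00859 and 0.00541 for the 4 targets. With 2 libraries per group and low counts at many peaks, this gives no sign of pairing but cannot exclude a shared batch. Libraries were therefore not paired in the main test, and whether they should be stays open. With the number as a block, 73 RAD21 peaks were lower, and the other counts stayed within 1.5 times. The block with GC-corrected offsets gave 4710 higher for CTCF and 160 lower for RAD21. The blocked contrast equals the unblocked one.

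For the difference between CTCF and RAD21, peaks with RAD21 below numbered 120 with DESeq2 size factors, 75 with total scaling, 80 with DESeq2 and 172 with at least 50 counts, which gave 91 above. For YAP1 and H3K27ac, total scaling gave 18039 above and 288 below, and at least 50 counts gave 1083 above and 1630 below with a median difference of 0.03, so the larger side changed.

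The contrast of strong to weak peaks kept its direction throughout. The strongest against the weakest 10% gave 2.06, 1.67, 1.96 and -0.54 for CTCF, RAD21, YAP1 and H3K27ac. No filter gave 0.52, 0.97 and 1.12, and leaving out dominant intervals 0.69, 0.89 and 0.28, for the first 3; dominant intervals thus make up much of the rise for YAP1. The strongest and weakest 25% set over all targets gave 2.07 for CTCF. Leaving out one replicate gave 1.19 to 2.00 for CTCF, 1.00 to 1.75 for RAD21, 1.31 to 1.81 for YAP1 and -0.55 to -0.36 for H3K27ac. The strongest and weakest peaks were chosen again each time. For CTCF the change was 1.84 and 2.00 without a vehicle library and 1.19 and 1.21 without a sorbitol library. The other targets had the same order, so this range also reflects which libraries set the peaks.

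With at least 50 counts the correlation was 0.842 over 1054 peaks for CTCF and RAD21 and 0.00995 over 4548 peaks for YAP1 and H3K27ac. The Spearman value of the latter pair, without this requirement, was 0.0413. Leaving out one replicate gave 0.537 to 0.651 and 0.0216 to 0.0698. The promoter difference with at least 50 counts was 0.47 for CTCF, -0.27 for RAD21, -0.72 for YAP1 and -0.14 for H3K27ac, so RAD21 changed sign; the cause was not tested. Matched on mean CPM it was 0.87, 0.55, -0.39 and -0.01, and within 5 kb 0.86, -0.11 and -0.25 for CTCF, YAP1 and H3K27ac. Leaving out one replicate gave 0.95 to 0.99, 0.71 to 0.87, -0.21 to -0.11 and -0.31 to -0.29 for the 4 targets. The consensus difference for CTCF and RAD21 was -0.30 and -0.53 with at least 50 counts, -0.65 and -0.61 when matched, and -0.02 and -0.66 with no mismatch; leaving out one replicate gave -0.49 to -0.45 and -0.74 to -0.68. These replicate fits leave 1 library in an arm, so they give no calls.

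Among gene lists, total scaling gave 30 YAP1 peaks near YAP targets and 13 near osmotic genes. A window of 50 kb gave 29 H3K27ac peaks near YAP targets, and 8 YAP1 and 33 H3K27ac peaks near osmotic genes, with more peaks tested.

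For the 25 single peaks examined, 354 of 382 recomputed values kept direction and side of the threshold or stayed within the spread; 7 lost significance, 19 moved and 2 reversed. The reversals were the ATF3 interval (-0.38) and one HSPA1B interval (-0.41) for YAP1 under total scaling. Neither reversed when dominant intervals were left out of the total (0.77 and 0.74).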

Other observations

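Several tests below were chosen after the values were seen. They are those on the YAP1 gene, on mitochondrial counts, on ribosomal DNA and on the spread of RAD21 replicates. Those on shared gains of CTCF, RAD21 and YAP1 and on promoters of ZNF genes were chosen so as well. The patterns were found and tested on the same data, so each explanation is a hypothesis.

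The exon intervals of YAP1 took up to 12.8% of the counts of a group on average. Copies of the coding sequence from the eGFP-YAP construct are a candidate source: exon intervals held at least 129 times the CPM per kb of intron intervals in each of the 16 libraries. Extra copies of the whole locus are argued against, since the intron intervals had a median of 3.91 CPM per kb, below the median of 5.32 for introns elsewhere. Whether the counts come from genomic construct copies or from plasmid was not tested.

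The share of mitochondrial counts rose after sorbitol for CTCF, RAD21 and YAP1. More mitochondrial DNA in every sorbitol preparation is argued against, because the share in H3K27ac libraries changed by -0.085 percentage points. Fewer fragments at peaks over an unchanged background would raise mitochondrial and YAP1 gene counts by one factor; their log2 ratio changed by 0.47 in YAP1 libraries and by -0.58 in CTCF libraries, with spreads of 0.02 and 0.09, so this is not the whole cause in those libraries. In RAD21 libraries the ratio changed by -0.04, within its spread of 0.24, and there the explanation stays open.

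Ribosomal DNA intervals on chromosome 21 rose relative to the intervals left after dominant ones were set aside, by 2.84 for CTCF, 2.18 for RAD21, 2.37 for YAP1 and 1.42 for H3K27ac on the log2 scale. A larger share of all high-copy DNA is argued against for H3K27ac, where the rise was 1.42 while mitochondrial counts changed by -0.06. A change at ribosomal DNA itself may explain it and was not tested further; reads there cannot be placed on single copies.

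CTCF rose at promoters relative to other peaks. GC content may account for part of this: the difference of 0.97 dropped to 0.25 after GC correction, still beyond the spread of 0.02. A trend on GC content can also remove a promoter response, so the drop does not separate them. Peak strength is argued against as the whole cause, since at matched mean CPM the difference was 0.87. Among peaks with a mean of at least 50 counts it was 0.47, so a part played by strength stays open. The shift of CTCF and RAD21 from distal to promoter peaks has a candidate explanation. It is a larger share of cutting at open chromatin that does not depend on the antibody. For RAD21 the shift depended on the count filter. Its promoter difference was 0.81 in the main fit and -0.27 with a mean of at least 50 counts. At equal depth, the correlation of CTCF profiles with the vehicle profile of YAP1, read with another antibody, was 0.479 ± 0.00608 with vehicle and 0.614 ± 0.000424 with sorbitol, a rise of 0.135. For RAD21 it was 0.664 ± 0.0252 and 0.708 ± 0.00417, a rise of 0.0437. Recruitment of CTCF and RAD21 to promoters would give the same correlation and stays open; a library without a specific antibody would separate the explanations.

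The same intervals gained counts with several antibodies. Of intervals gained in YAP1 and tested for CTCF, 89.2% were gained in CTCF, as against 32.4% of all intervals tested for both, which is consistent with a change read by the antibodies against CTCF, RAD21 and GFP, such as opening of chromatin; the H3K27ac libraries did not share it as a set. Dominant intervals were not left out of these shares. In the fit without them, 1046 intervals were gained in YAP1, as against 1216. Opening of chromatin was not separated from a larger share of cutting that does not depend on the antibody. In all, 958 intervals gained CTCF and YAP1, and 296 of them also RAD21. Of these, 696 outside dominant intervals were tested for H3K27ac, which was lower at 32.6% and higher at 17.5%, against 14.2% and 8.43% of other intervals. Under total scaling it was lower at 28.4%, against 10.2%. These other intervals were not limited to those tested for CTCF and YAP1. Among intervals tested for both YAP1 and H3K27ac, H3K27ac was lower at 28.59% of YAP1 gains, against 29.37% of all. It was higher at 18.74%, against 11.02%. At CTCF gains H3K27ac was lower at 38.95%, against 21.49%, and higher at 9.423%, against 8.987%. The excess of lower H3K27ac thus depended on the intervals compared. More H3K27ac is argued against as the one cause for the set, because it was higher at 17.5% of the 696 intervals and lower at 32.6%. It stays open for single intervals, since higher H3K27ac was more frequent than elsewhere.

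RAD21 had fewer changed peaks than CTCF. Depth is argued against as the whole cause: CTCF counts thinned to the depth of the RAD21 libraries gave 4970 changed peaks on the peaks tested for RAD21, where RAD21 itself gave 815. A larger spread between RAD21 replicates (biological coefficient of variation 0.266, against 0.115 for thinned CTCF) is argued against as the whole cause as well. RAD21 counts simulated with that spread and the CTCF fold changes gave 4338 changed peaks, and 3562 when each fold change was shrunk by its standard error. The shrunk fold changes had an SD of 1.09, below the 1.17 estimated for CTCF without noise. Smaller RAD21 responses may be the reason, and this was not tested beyond the interaction.

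H3K27ac fell at promoters of ZNF genes, which was noticed from the named peaks. Over 419 promoter intervals of 334 genes, the median log2 fold change was -0.71, against -0.12 at other promoters, and 60.6% were lower, against 26.2%. The median stayed negative when libraries were scaled to the total count (-0.56) and to the weakest 25% of peaks (-0.97). GC content and peak strength are argued against, with differences of -0.60 after GC correction and -0.67 at matched mean CPM. Reads shared within the chromosome 19 clusters are argued against as the whole cause, because 242 intervals outside chromosome 19 differed from other promoters by -0.25, with a spread of 0.02 between libraries for these 242. A response of these promoters to sorbitol is a hypothesis that these tests leave open.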
